A study of Mus musculus with 6 samples. Its data were reported in "Inflammatory response to retrotransposons drives tumor drug resistance that can be prevented by reverse transcriptase inhibitors" (2022).

How the data were processed

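Total RNA was sequenced from 6 cultures of a 4T1 line, a mouse breast carcinoma line, that carries a doxycycline-inducible LINE-1 (L1) reporter. Libraries were depleted of ribosomal RNA and prepared with a strand-preserving kit. The authors aligned the reads with STAR to the mouse genome GRCm38 and counted them per gene with featureCounts on the annotation of the same source. They deposited raw read counts per gene, with no normalization and with replicates kept apart. Software versions, the strand setting of the counting and the handling of reads that map to several places are not stated. Reads shared between near-identical genes and between overlapping genes can therefore be lost or assigned to either gene. Counts of the L1 cassette, of its luciferase reporters and of transposable elements were not used here, and neither were mitochondrially encoded genes.

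Groups were taken from the sample titles: 3 untreated libraries and 3 libraries labelled doxycycline. The treatment tag calls the first group vehicle, and the title's word is kept. All 6 columns of the table were matched to a sample by their library codes, and 0 columns were left unmatched. The table held 24421 genes, of which 6760 had no count in any library, and no entry for unassigned reads or totals. Replicates were compared by a chi-square statistic of their counts. This statistic per degree of freedom lay between 6.14 and 22.06 for the replicate pairs, so no pair agreed within sampling noise and each library was counted once.

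The main test was the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3, with robust estimation, TMM scaling and the group as the only term. The study used DESeq2 and states no covariate. Genes were kept by edgeR's filterByExpr, which left 13084 genes, and p-values were adjusted by the Benjamini-Hochberg method at a threshold of 0.05. Log2 fold changes are libraries labelled doxycycline against untreated libraries. Standard errors (SE) were taken as the absolute log2 fold change divided by the square root of the F statistic. CPM, counts scaled to a common library size, used TMM-scaled totals, and errors on CPM are SD over 3 libraries.

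Gene lists were fixed before the data were examined, as were the tests and the main alternatives. One holds the 22 inflammatory genes that the study showed as a heatmap for these same libraries. Another holds 7 NF-κB genes that the study measured by RT-PCR in other cells. The remaining lists, written from general knowledge, cover type I interferon-stimulated genes, NF-κB targets, nucleic acid sensing, the integrated stress response, glycolysis and hypoxia, the cell cycle and p53 targets. Lists with at least 5 tested members were tested by camera in limma 3.58.1, two-sided, on log2 CPM with a prior count of 2 and a preset inter-gene correlation of 0.01. The 9 lists were adjusted together. Camera was also run on 808 mouse Reactome sets of 10 to 300 tested genes from fgsea 1.28.0, adjusted together. Of the tested genes, 99.7% were matched to an Entrez identifier. These sets stand in for the KEGG sets of the study, which were not used here. Principal components were computed from the 500 most variable tested genes.

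Genes are named by a rule also fixed before the data were examined. It takes the 5 highest and 5 lowest log2 fold changes among genes past the threshold with a mean of at least 1 CPM and no overlap between groups. It also takes members of both study lists, up to 3 members past the threshold with the largest change from each other list, the 3 most significant members of a named Reactome set, and a fixed set (Cgas, Sting1, Ifnb1, Irf7, Rela, Atf4, Cdkn1a, L1td1 and Mov10). Not every gene chosen by this rule is reported here. Cgas and Sting1 carry their older symbols Mb21d1 and Tmem173 in the table. Coordinates are from the RefSeq annotation of GRCm38, counted from 1.

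The alternatives were other scalings (DESeq2 size factors, upper quartile, library size only), no filter, at least 10 counts in every library, the replicate number as a block, leaving out each library in turn, the Wald test of DESeq2 1.42.0, limma voom, camera with an estimated correlation and fry. Added after the data were seen were leaving out Rn45s, thinning all libraries to the smallest total, and a loess correction of each library for GC content and transcript length, for which 96.3% of the tested genes had values. The scripts were tested on simulated data: counts of 12975 genes were drawn from the means, dispersions and sizes of the libraries, with 199 genes changed. The test called 91.1% of the genes changed by 1 log2 unit and 70.4% of those changed by 0.5 log2 units, and 3.6% of its calls were unchanged genes. Of 100 unchanged lists of 30 genes, camera gave an unadjusted p under 0.05 for 1, on genes simulated without correlation.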

Results

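To examine how induction of a LINE-1 (L1) retrotransposon changes the transcriptome of a tumor cell, total RNA was sequenced from 4T1 cells, a mouse breast carcinoma line, that carry a recoded mouse L1 under a doxycycline-inducible promoter. Doxycycline switches on the cassette through a tetracycline-responsive activator. Cells were left untreated or exposed to doxycycline at 400 ng/mL for 48 h, with 3 libraries per group. Library totals were 43631312, 33537520 and 37146588 counts for untreated replicates 1 to 3. For doxycycline replicates 1 to 3 they were 31653464, 41264244 and 38467996, so the ranges of the groups overlapped. Between 15418 and 15685 genes had at least 1 count in a library. At this depth 3 counts correspond to 0.0688 to 0.0948 CPM, a floor that covers counting error only. The 45S ribosomal RNA precursor Rn45s took 8.83 to 11.04% of the counts in untreated libraries and 9.6 to 12.11% in doxycycline libraries. No batch or sequencing date was given in the labels. Because the direction of the inflammatory genes below differs from the one the study described for these libraries, the second group is called "libraries labelled doxycycline". Every direction given here rests on those labels. The transcript of the cassette, which would check them, was not analysed here.

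The first principal component held 27.5% of the variance of the 500 most variable genes and separated the groups. Its scores were -9.59, -8.35 and -5.42 for untreated replicates 1 to 3. They were 13.92, 3.52 and 5.92 for the libraries labelled doxycycline. Replicates were close, with a common biological coefficient of variation of 6%.

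Of 13084 genes tested, 121 were higher and 283 were lower in libraries labelled doxycycline at an adjusted p under 0.05 (edgeR quasi-likelihood test, Benjamini-Hochberg), together 3.09% of the tested genes. At an unadjusted p under 0.05 there were 2119 genes. Most changes were small, with a median absolute log2 fold change of 0.33 among the calls. Only 4 genes were higher and 12 lower by over 1 log2 unit. The groups did not overlap for 403 of the 404 called genes. Over all tested genes this share was 21.3%, where chance gives 10%. The number of calls was highest with the GC content and length correction, with 365 genes higher and 474 lower, and lowest without untreated replicate 3, with 44 higher and 116 lower. Without doxycycline replicate 2, 269 genes were higher and 487 lower, of which 8 and 20 by over 1 log2 unit. Without untreated replicate 3, 1 and 4 genes changed by over 1 log2 unit.

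By the naming rule, the highest log2 fold changes belonged to Arhgap4, Col23a1, Samd11, Dnah11 and Fdps. Arhgap4 (chromosome X, 73894352 to 73911345, protein-coding) rose from 0.684 ± 0.042 to 1.69 ± 0.22 CPM (SD, n = 3 each), a log2 fold change of 1.30 (SE 0.29, edgeR adjusted p 0.0131). It overlaps Avpr2. Col23a1 (1.02), Samd11 (0.95, overlapping Noc2l) and Dnah11 (0.89, overlapping Cdca7l) also had under 4 CPM in both groups. These 4 calls were lost in 2 or 3 of the 6 fits that each left out a library. Fdps (chromosome 3, 89093588 to 89101967, protein-coding) stood at 125 ± 4.97 CPM in untreated libraries and at 199 ± 8.26 CPM in those labelled doxycycline. Its log2 fold change was 0.67 (SE 0.05, edgeR adjusted p 3.27e-08). The lowest values belonged to Lrrc75b (-1.51), Ltf (-1.45), Nos2 (-1.35), Il17rd (-1.10) and Bnip3 (-1.07). Nos2 (chromosome 11, 78920787 to 78960226, protein-coding) had 25.8 ± 3.78 CPM in untreated libraries and 10.1 ± 1.84 CPM in those labelled doxycycline (SE of the log2 fold change 0.12, edgeR adjusted p 2.16e-06). Lrrc75b and Ltf had under 2 CPM in both groups. The Lrrc75b call was lost in 3 of the 6 leave-out fits. The Bnip3 call was lost without doxycycline replicate 2 (edgeR adjusted p 0.152).

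The study addressed whether L1 induction activates NF-κB- and interferon-driven inflammatory genes. Of the 22 inflammatory genes it showed for these libraries, 21 were lower in the libraries labelled doxycycline, and Ripk1 was higher by 0.04 (edgeR adjusted p 0.83). The median log2 fold change was -0.17 (camera adjusted p 3.75e-10). Of these genes 7 were called lower and 0 higher over all genes tested, and adjusted over the list alone 12 were lower and 0 higher. At an unadjusted p under 0.05 there were 12. The study describes these genes as differentially expressed in these libraries. The count over the list alone, the camera p and the shared direction are therefore not independent evidence of a difference. With DESeq2, which the study used, several of them did not pass the threshold here. Cxcl5 (chromosome 5, 90759298 to 90761625, protein-coding) fell from 830 ± 47.1 to 445 ± 56.5 CPM (log2 fold change -0.90, SE 0.08, edgeR adjusted p 3.5e-05). Mmp3 (chromosome 9, 7445822 to 7455975, protein-coding) fell from 168 ± 10.1 to 102 ± 4.09 CPM (log2 fold change -0.72, SE 0.05, edgeR adjusted p 3.27e-08). The other calls were Csf2 (-0.73), Mmp9 (-0.64), Cx3cl1 (-0.55), Tnfrsf1b (-0.33) and Csf1 (-0.20). Of these, the calls of Csf2, Tnfrsf1b and Csf1 were lost in 2 or 3 of the 6 leave-out fits.

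**Figure D1:**
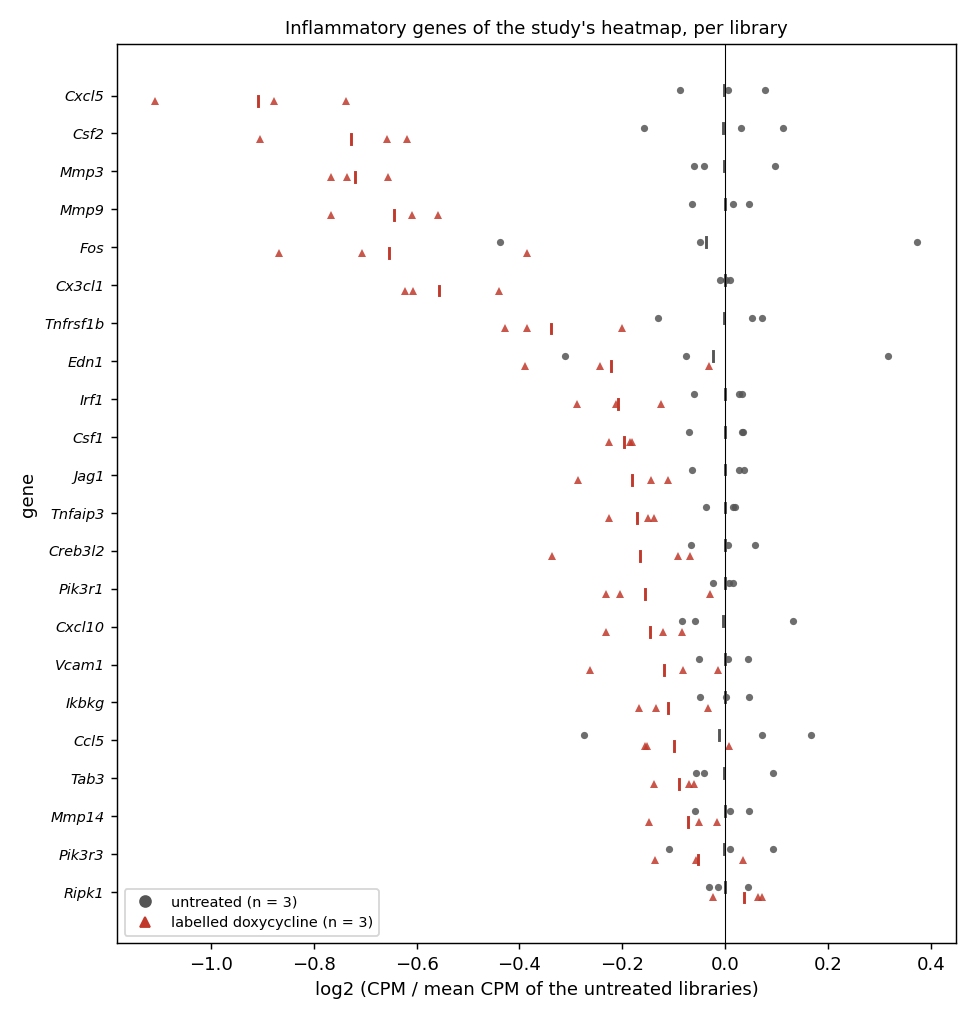
Log2 of CPM relative to the mean of the 3 untreated libraries (horizontal axis) for the 22 inflammatory genes of the study's heatmap (vertical axis), with a symbol per library and a bar at each group's mean. The mean of the libraries labelled doxycycline lies below that of the untreated libraries for 21 genes, most widely for Cxcl5 with a log2 fold change of -0.90.

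The RT-PCR list of 7 NF-κB genes had a median log2 fold change of -0.21, with 7 members lower and 0 higher (camera adjusted p 4.14e-05). Only Nfkbia passed the threshold over all genes tested (-0.33, SE 0.06, edgeR adjusted p 0.00364), and 4 members did when adjusted over the list alone. In the NF-κB target list, 36 of 46 tested members were lower, with a median of -0.13 (camera adjusted p 2.15e-08). Of them 11 were called lower and 0 higher, and 18 lower and 0 higher when adjusted over the list alone. At an unadjusted p under 0.05 there were 21, not all of them lower. Outside the naming rule, Ptgs2 (log2 fold change 0.28, edgeR unadjusted p 0.0336) and Nfkb2 (0.13, 0.0367) were higher, and the rest were lower. Leaving out the members shared with the heatmap list, 27 of 37 were lower, with a median of -0.12 (camera unadjusted p 8.79e-05). Calls for all 3 of these lists held under camera with an estimated correlation (adjusted p 0.0301, 0.0348 and 0.0201 in the order above) and under fry (0.00111, 0.00111 and 0.000282). The NF-κB list shares 9 members with the heatmap list and 5 with the RT-PCR list, so these calls are not independent. Rela itself did not differ detectably (log2 fold change -0.03, SE 0.06, edgeR adjusted p 0.825). Camera with the preset correlation also passed the threshold in 3 of the 9 other splits of the libraries for the heatmap list, in 0 for the RT-PCR list and in 3 for the NF-κB list.

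**Figure D2:**
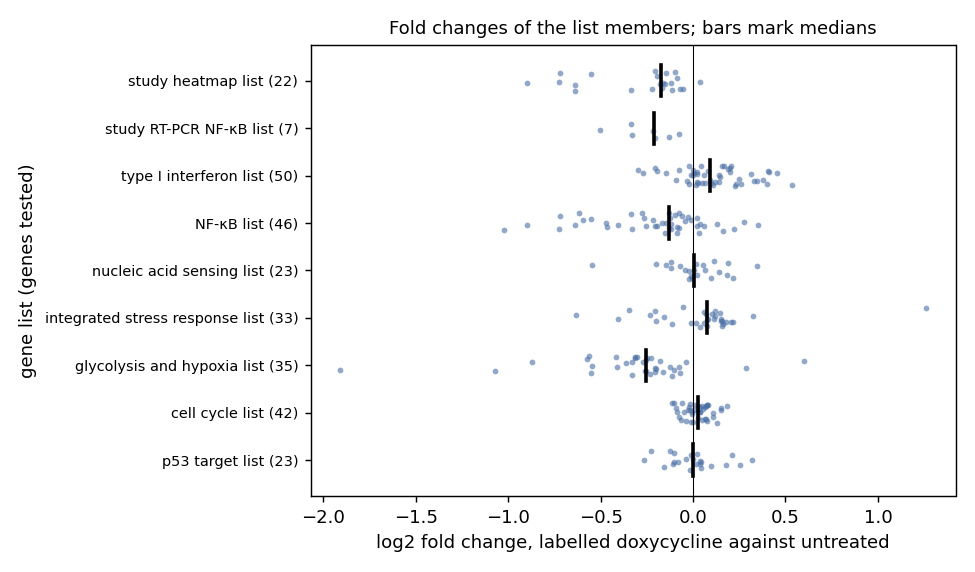
Log2 fold change of the libraries labelled doxycycline against untreated libraries (horizontal axis) for the tested members of each of 9 lists (vertical axis, number of genes tested in brackets), with a point per gene and a bar at the median. Medians run from -0.26 for glycolysis and hypoxia to 0.09 for type I interferon.

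The type I interferon list did not pass the threshold. Its 50 members had a median log2 fold change of 0.09, with 38 higher and 12 lower (camera adjusted p 0.0547). The number of members called was 0 over all genes tested and 0 adjusted over the list alone, and 9 had an unadjusted p under 0.05. The value depended on single libraries. Without doxycycline replicate 2 the median was -0.02 (camera adjusted p 0.561), and without doxycycline replicate 3 it was 0.19 (camera adjusted p 4.96e-09). Without untreated replicate 3 it was 0.12 (camera adjusted p 0.0418). Over its 17 tested alternatives the adjusted p ran from 4.96e-09 to 0.767, the largest being with the estimated correlation. The mean log2 CPM of the list was 4.07, 4.13 and 4.13 in untreated replicates 1 to 3. It was 4.22, 4.43 and 3.95 in the libraries labelled doxycycline. Several members, such as the Ifit3 and Oas1 genes, have near-identical copies, so their single values are uncertain. Irf7 was higher without passing the threshold (log2 fold change 0.34, SE 0.18, edgeR adjusted p 0.403). Ifnb1 had 4, 0 and 2 counts in untreated libraries and 2, 0 and 0 in those labelled doxycycline, too few to test.

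**Figure D3:**
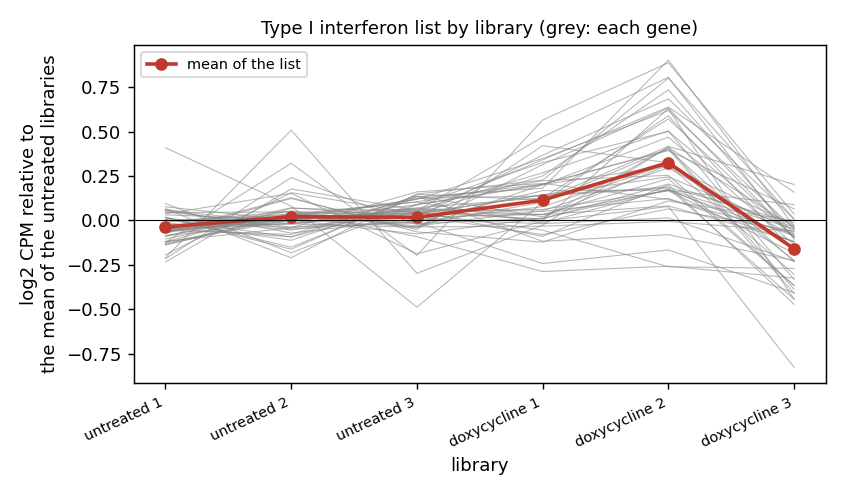
Log2 CPM relative to the mean of the untreated libraries (vertical axis) in each of the 6 libraries (horizontal axis) for the type I interferon list, with a grey line per gene (log2 of CPM plus 0.1) and a red line for the list's mean (log2 CPM with a prior count of 2). Means of the libraries labelled doxycycline spread from 3.95 in replicate 3 to 4.43 in replicate 2, on either side of the untreated libraries.

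Transcripts of the nucleic acid sensing list did not shift detectably. The list holds Cgas and Sting1, the route the study names for products of reverse transcription. It pools them with sensors of RNA and with genes that restrain sensing. Transcript levels do not show whether the route was active. Of 23 tested members 12 were higher and 11 lower (median log2 fold change 0.01, camera adjusted p 0.858). The number called was 0 over all genes and 0 adjusted over the list alone, with 3 at an unadjusted p under 0.05. The median changed sign with single libraries, from -0.06 without doxycycline replicate 2 to 0.05 without doxycycline replicate 3, and was -0.003 with library size scaling. Cgas had 39.3 ± 2.52 and 38.7 ± 2.35 CPM in the untreated libraries and those labelled doxycycline (edgeR adjusted p 0.92). Sting1 had 34.9 ± 0.93 and 33.8 ± 1.13 CPM (edgeR adjusted p 0.79). Mov10 was lower by less than the threshold required (log2 fold change -0.15, SE 0.05, edgeR adjusted p 0.156). L1td1 had 0 counts in all 6 libraries, which allows up to 0.0948 CPM in the smallest of them.

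The remaining lists served as checks on the drug and on growth. Glycolysis and hypoxia genes were lower, with 33 of 35 members below 0 and a median log2 fold change of -0.26 (camera adjusted p 2.73e-14). Of them 21 were called lower and 0 higher over all genes, and 28 lower and 0 higher adjusted over the list alone. This call held under fry (adjusted p 0.0105) and not under the estimated correlation (adjusted p 0.0943), and camera with the preset correlation passed in 5 of the 9 other splits. Its largest called changes were in Adm (-1.91), Bnip3 (-1.07) and Car9 (-0.87). Adm had 1.35 ± 0.50 and 0.375 ± 0.305 CPM, and its call was lost in 3 of the 6 leave-out fits. Integrated stress response genes had a median of 0.08 (camera adjusted p 0.0268), with 23 of 33 members higher. Of them 3 were called higher and 2 lower over all genes, and 10 higher and 4 lower adjusted over the list alone. The list's call held neither under the estimated correlation (adjusted p 0.552) nor under fry (adjusted p 0.157), and it was lost in 4 of the 6 leave-out fits (camera adjusted p from 0.00323 to 0.193). Its largest called changes were Ddit4 (-0.63), Mthfd2 (0.32) and Cebpb (-0.23), the last lost in 4 of the 6 leave-out fits. Atf4 was higher by 0.20 (SE 0.05, edgeR adjusted p 0.0149), a call lost in 4 of the 6 leave-out fits. The cell cycle list had a median of 0.03 with 26 of 42 members higher (camera adjusted p 0.15), 0 called over all genes, 0 adjusted over the list alone and 7 at an unadjusted p under 0.05. The p53 target list had a median of 0.001 with 12 of 23 members higher (camera adjusted p 0.656). Aen was its only called member (0.32, SE 0.07, edgeR adjusted p 0.00864), both over all genes and adjusted over the list alone, and its call was lost in 2 of the 6 leave-out fits. Cdkn1a was not called (log2 fold change -0.23, edgeR adjusted p 0.224).

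Across 808 Reactome sets, 6 were higher and 8 lower at a camera adjusted p under 0.05. With an estimated correlation 0 sets passed, while 22 had an unadjusted p under 0.05. Under fry 43 sets passed, of which 7 were among the 14. Single libraries moved the number of sets, to 75 without untreated replicate 1 and to 4 without untreated replicate 3 or doxycycline replicate 1, and 88 sets passed in one of the other splits of the libraries. The set with the smallest p was cholesterol biosynthesis, with 22 of 23 tested members higher and a median log2 fold change of 0.43 (camera adjusted p 1.47e-15, fry adjusted p 0.00619). Under camera with an estimated correlation its p was 0.00291 unadjusted and 0.785 adjusted over the 808 sets. Of its members 16 were called higher and 0 lower. Hmgcs1 (chromosome 13, 119690351 to 119708260, protein-coding) had 187 ± 0.94 and 271 ± 8.78 CPM (log2 fold change 0.54, SE 0.04, edgeR adjusted p 2.44e-07). The related sets of SREBP-driven expression (median 0.23, camera adjusted p 1.13e-09) and of cholesterol regulation by SREBP (median 0.09, camera adjusted p 1.42e-06) share Fdps, Lss and Cyp51 as their most significant members. Fatty acyl-CoA and triglyceride biosynthesis were higher with medians of 0.06 each, as was mitochondrial protein import with a median of 0.07. Among the lower sets were activation of matrix metalloproteinases (median -0.23, camera adjusted p 0.000823), led by Mmp3, Mmp13 and Mmp9, and chemokine receptor binding (median -0.24, camera adjusted p 0.0497), led by Cx3cl1, Cxcl1 and Cxcl5. Matrix metalloproteinases passed fry (adjusted p 0.00249), as did fatty acyl-CoA and triglyceride biosynthesis (0.0456 each). Chemokine receptor binding (fry adjusted p 0.0733) and mitochondrial protein import (0.0988, with 0 members called) did not.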

Values the study reported

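The study reported that exposing the L1 reporter cells to 400 ng/mL doxycycline for 48 h was accompanied by activation of inflammatory genes driven by NF-κB and interferon. It also reported an almost 10-fold rise in clones surviving 1.5 μM 17-DMAG after L1 induction.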

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

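The 3 inflammatory lists kept their direction and stayed past the threshold in all 17 tested alternatives each. Their medians ran from -0.20 to -0.16 for the heatmap list, from -0.27 to -0.20 for the RT-PCR list and from -0.15 to -0.11 for the NF-κB list. Adjusted p-values reached at most 0.0301, 0.0348 and 0.0201. The study describes the heatmap list as genes that differed in these libraries, so its stability is not independent evidence. The 3 lists also share members. The cholesterol biosynthesis set, added as a result after the data were seen, ran from 0.43 to 0.46. Adjusted over all Reactome sets, it passed in 16 of 17 and failed with the estimated correlation (median 0.434, adjusted p 0.785, where the others reached down to 1.09e-17). The cell cycle list stayed short of the threshold in 17 of 17, with medians from 0.02 to 0.04.

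The number of calls was less stable. DESeq2 size factors, upper quartile factors, library size scaling, at least 10 counts in every library, limma voom and leaving out Rn45s each gave within 1.5 times the main count in each of the 4 counts of genes, and so did thinning all libraries to the smallest total. No scaling moved the median log2 fold change of all tested genes beyond -0.007. Without a filter 210 genes were higher and 439 lower, of which 9 and 25 by over 1 log2 unit. Of the 246 calls gained, 240 were genes that the filter had kept and 6 were genes it had left out. How the added genes changed the calls of the others was not tested. The GC content and length correction gave 365 higher and 474 lower, of which 8 and 21 by over 1 log2 unit, and 56.5% of its calls were lower, against 70% without it. It shared 396 of the 404 main calls, and the cause of the gain was not tested. The DESeq2 Wald test gave more calls in all, 160 higher and 317 lower, and fewer by over 1 log2 unit, 1 higher and 6 lower. The 9 main calls over 1 log2 unit that it did not make were all genes to which DESeq2 gave no adjusted p. Across the 6 fits that each left out one replicate, genes higher ran from 44 to 269, genes lower from 116 to 487, and those changed by over 1 log2 unit from 1 to 8 higher and from 4 to 20 lower. The lowest counts came without untreated replicate 3, although leaving out untreated replicate 1 or doxycycline replicate 3 also gave 1 gene higher by over 1 log2 unit. The highest came without doxycycline replicate 2. Fits with 5 libraries have less power, which does not account for the higher counts.

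In the main test type I interferon genes lay near the threshold. The list passed it with upper quartile factors (median 0.087, adjusted p 0.0482), library size only (0.083, 0.0399), at least 10 counts in every library (0.093, 0.0477) and thinned libraries (0.104, 0.0315). Its medians ran from -0.019 without doxycycline replicate 2 to 0.192 without doxycycline replicate 3 among the leave-out fits. Of these fits, it passed without doxycycline replicate 3 (adjusted p 4.96e-09) and without untreated replicate 3 (median 0.12, adjusted p 0.0418), and it stayed short of the threshold in the other 4. The list was far from the threshold with the estimated correlation (median 0.093, adjusted p 0.767) and under fry (0.093, 0.753). Over all its alternatives the adjusted p ran from 4.96e-09 to 0.767.

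The integrated stress response list lost its call with no filter (median 0.074, adjusted p 0.0566), with the estimated correlation (0.077, 0.552) and under fry (0.077, 0.157). Among the leave-out fits its median ran from 0.069 to 0.092 and the call was lost in 4 of 6. Its adjusted p over all alternatives ran from 0.00323 to 0.552. The glycolysis and hypoxia list lost its call only with the estimated correlation (median -0.255, adjusted p 0.0943, where the others reached down to 3.27e-15). That setting allows for correlation among members, which widens the test.

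Medians near 0 changed sign without reaching the threshold. The p53 target list went to -0.006 with upper quartile factors, -0.009 with library size only, -0.015 with no filter and -0.002 with thinned libraries, and it ran from -0.017 to 0.028 among the leave-out fits. The nucleic acid sensing list went to -0.003 with library size only and to -0.003 with no filter, and it ran from -0.061 to 0.049 among the leave-out fits, the lowest without doxycycline replicate 2. The cause was not tested. Cgas, with a log2 fold change of -0.02, ran from -0.073 to 0.027 among the leave-out fits.

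The replicate numbers did not pair the samples. Deviations of same-numbered libraries from their group means correlated across genes by -0.04, -0.004 and 0.018. With the replicate number as a block there were 118 genes higher and 300 lower, of which 5 and 13 by over 1 log2 unit. This replicate block moved the type I interferon list past the threshold (median 0.082, adjusted p 0.0387), gave a p53 target median of -0.002 and left 6 Reactome sets. It changed no other call among the lists.

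Reactome calls depended on the setting: 0 sets passed with the estimated correlation, 43 under fry and from 4 to 75 across the leave-out fits. The 75 were without untreated replicate 1. The 3 sets on cholesterol and SREBP passed in each leave-out fit. The first principal component held 28.9% of the variance over all tested genes and from 31.5 to 35.1% in the leave-out fits, where fewer libraries share the variance. It separated the groups in each of these.

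Of the 42 named genes past the threshold, 26 kept their call in each leave-out fit, and 16 lost it in at least 1 and at most 4 of the 6. The block and DESeq2 lost 0 of them, although DESeq2 gave no adjusted p for 4 (Adm, Arhgap4, Lrrc75b and Ltf). These 4 had under 2 CPM in both groups, where counts are fewest, and the calls of Adm, Arhgap4 and Lrrc75b were each lost in 3 of the 6 leave-out fits.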

Other observations

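The gene lists, the main tests, the size scaling, the estimated correlation and fry were fixed before the data were examined. All other tests in this part, and the use of size scaling as a check on these observations, were chosen after the results were seen.

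The inflammatory genes moved opposite to the direction the study described for these libraries. Of 22 heatmap genes, 21 were lower in the libraries labelled doxycycline. Among tested genes at any p, 50 had a log2 fold change over 1 and 0 of them belonged to an inflammatory or interferon list, while 62 had one under -1, of which 1 did. The tables argue against several technical causes of the difference itself. After the GC content and length correction the NF-κB list still had a median of -0.135, and after thinning to the smallest library total it was -0.121, past the threshold in both. With libraries scaled by size only, the median of all tested genes was -0.007, so a share of counts taken by Rn45s does not move genes as far as these lists. A candidate explanation of the conflict over the heatmap genes is that the group labels were swapped, either in the deposited labels or in the study's own display. The study's pathway test took genes higher by over 1 log2 unit. With swapped labels only 1 member of the inflammatory and interferon lists would be past that size. As far as these lists stand in for the study's sets, a swap alone would not account for that test. The 21 lower genes prompted this explanation and so do not test it. A swap would also place the type I interferon list below 0, yet its median was 0.093, short of the threshold, so that list cannot decide. A real fall in these genes on exposure to doxycycline stays open as well and cannot be told apart from a swap of labels by the values used here, since the cassette's transcript and doxycycline-treated cells without the cassette were not analysed here.

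Sterol synthesis genes formed the Reactome set with the smallest p under the preset correlation, although the study's account of these libraries names inflammatory pathways. The median of the cholesterol biosynthesis set was 0.438 after the GC content and length correction and 0.450 after thinning, and the median of all tested genes with size scaling was -0.007. Library size, GC content, length and Rn45s are therefore unlikely to be the whole source. Whether L1, the drug or a difference in culture medium or density raised these genes was not tested, and with swapped labels they would be lower on induction.

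Glycolysis and hypoxia genes were lower in the same libraries, with a median of -0.260 after the GC content and length correction, -0.264 after thinning and a median of all tested genes of -0.007 with size scaling. The trends removed by these corrections are therefore unlikely to be the whole cause. Doxycycline acting on mitochondria might be a cause, since it blocks mitochondrial translation. The integrated stress response list, which should then be higher, had a median of 0.077 that passed only under the preset correlation, and this explanation and the L1 cassette cannot be told apart because each treated library had both. A difference in cell density or oxygen between the cultures was not tested.

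Type I interferon genes varied more among the libraries labelled doxycycline than among the untreated ones. Of 50 members, 47 were highest in replicate 2 of the 3 libraries labelled doxycycline, and 47 were lowest in replicate 3. The SD of the list's mean log2 CPM was 0.243 in that group and 0.033 in the untreated group. Of 10000 random lists matched on mean expression, 0 had as large an SD in the libraries labelled doxycycline, while 91.46% had a smaller SD than the list in the untreated group. Genes drawn at random need not vary together, so a list whose members do would tend to exceed them. The comparison therefore cannot show that the spread is unusual for such a list. The difference in spread between the groups was not itself tested. The range of the list over the libraries labelled doxycycline was 0.496 after the GC content and length correction and 0.486 after thinning. With size scaling the median of all tested genes differed by -0.006 between replicates 2 and 3, which argues against a scaling error. The share of Rn45s was 9.6, 12.11 and 10.51% in doxycycline replicates 1 to 3. Counts taken by Rn45s would lower other genes, yet the list was highest in replicate 2. Over the untreated libraries the share ran from 8.83 to 11.04%, while the range of the list was 0.058. These values argue against the share of Rn45s as the source, although there were too few libraries to decide. An interferon response that varied between cultures is a hypothesis that stays open.

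Other splits of the 6 libraries into groups of 3 number 10 with the real one, so a share under 0.1 cannot be reached. In 1 of the 10 splits, the real one, there were as many genes past the threshold, and the 9 others gave at most 0. The same held for genes changed by over 1 log2 unit (1 of 10), and for the medians of the heatmap list, the RT-PCR list, the NF-κB list, the integrated stress response list, the glycolysis and hypoxia list and the cholesterol biosynthesis set (1 of 10 each). The absolute median was as large in 7 of the 10 splits for the type I interferon list, in 7 for the nucleic acid sensing list, in 2 for the cell cycle list and in 10 for the p53 target list. The study describes the heatmap list as genes that differed between the real groups, so its place among the splits says little. Reactome sets were different: 5 of the 10 splits gave as many sets past the threshold, and one of the others gave 88. Camera with a preset correlation also called the type I interferon list in 6, the nucleic acid sensing list in 5, the glycolysis and hypoxia list in 5, the heatmap and NF-κB lists in 3 each, the integrated stress response list in 2 and the cholesterol set in 1 of the 9 other splits. Those splits keep part of the real difference, and sets whose members vary together from library to library pass this test easily, so the number of Reactome sets carries little weight beside the calls of single genes.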
